# AngioMatrix, a signature of the tumor angiogenic switch-specific matrisome, correlates with poor prognosis for glioma and colorectal cancer patients

**DOI:** 10.18632/oncotarget.2470

**Published:** 2014-10-07

**Authors:** Benoit Langlois, Falk Saupe, Tristan Rupp, Christiane Arnold, Michaël van der Heyden, Gertraud Orend, Thomas Hussenet

**Keywords:** Tumor angiogenesis, angiogenic switch, extracellular matrix, matrisome

## Abstract

Angiogenesis represents a rate-limiting step during tumor progression. Targeting angiogenesis is already applied in cancer treatment, yet limits of anti-angiogenic therapies have emerged, notably because tumors adapt and recur after treatment. Therefore, there is a strong need to better understand the molecular and cellular mechanisms underlying tumor angiogenesis. Using the RIP1-Tag2 transgenic murine model, we identified 298 genes that are deregulated during the angiogenic switch, revealing an ingression/expansion of specific stromal cell types including endothelial cells and pericytes, but also macrophages and perivascular mesenchymal cells. Canonical TGF-β signaling is up-regulated during the angiogenic switch, especially in tumor-associated macrophages and fibroblasts. The matrisome, comprising extracellular matrix (ECM) and ECM-associated molecules, is significantly enriched, which allowed us to define the AngioMatrix signature as the 110 matrisomal genes induced during the RIP1-Tag2 angiogenic switch. Several AngioMatrix molecules were validated at expression level. Ablation of tenascin-C, one of the most highly induced ECM molecules during the switch, resulted in reduced angiogenesis confirming its important role. In human glioma and colorectal samples, the AngioMatrix signature correlates with the expression of endothelial cell markers, is increased with tumor progression and finally correlates with poor prognosis demonstrating its diagnostic and therapeutic potential.

## INTRODUCTION

Angiogenesis, a fundamental biological process by which novel blood vessels are formed from pre-existing ones [1], represents a rate-limiting step during tumor progression [2]. Studies from murine models have indicated that angiogenesis occurs relatively early along tumor formation and progression [2]. In particular, the murine RIP1-Tag2 model of pancreatic neuroendocrine tumorigenesis (PNET; ref. [3]) has recurrently allowed to gain novel insights into the molecular and cellular mechanisms governing tumor angiogenesis and progression. In this model of multistep tumorigenesis, pancreatic beta cells of the Langerhans islets over-express the SV40 T antigen oncogene which stochastically drives the sequential transformation of a fraction of normal islets into hyperplastic, angiogenic and macroscopic tumor islets [2]. This *in vivo* PNET model was key to provide evidences demonstrating that a fraction of islets undergoes an angiogenic switch early during tumor progression [4]. Several molecular and cellular mechanisms were described to promote the RIP1-Tag2 angiogenic switch. These include the crucial role of VEGFA and its signaling [5] and in particular, the matrix metalloprotease MMP-9-mediated regulation of VEGF bioavailability [6]. Neutrophils appear to be a source of MMP-9 hereby promoting the angiogenic switch [7, 8].

The RIP1-Tag2 model is widely used in a pre-clinical setting to evaluate anti-tumor therapeutic strategies, including angiogenesis inhibitors [9–15]. Importantly, several key conceptual advances in our understanding of how tumors adapt and become resistant to anti-angiogenic therapies, a major clinical challenge that has emerged [16, 17], were also obtained using this model [18, 19].

Here we used a genome-wide gene expression profiling strategy to uncover potential novel mechanisms underlying the angiogenic switch during RIP1-Tag2 tumor progression. We show that the angiogenic switch is associated with the deregulation of a limited number of genes, some of which reflect the expansion and ingression of stromal cells and the activation of canonical TGF-β signaling in tumor-associated macrophages and fibroblasts. Furthermore, a significant part of these genes encodes ECM and ECM-associated molecules, together defining the AngioMatrix signature. We show that this signature correlates with endothelial cell (EC) markers and tumor progression in human colorectal cancer (CRC) and glioma. Finally, its high expression correlates with poor prognosis for CRC, low grade glioma and glioblastoma (GBM) patients.

## RESULTS

### Gene expression profiling of the tumor angiogenic switch in a murine PNET model

We used the RIP1-Tag2 mouse model as a prototypical *in vivo* model of the tumor angiogenic switch [2, 20] to comprehensively address the underlying mechanisms. We chose an early time point (8 weeks) when a subset of pancreatic islets has undergone the angiogenic switch (Fig. 1A and Supplementary Fig. S1A) but had not yet progressed into macroscopic tumors. Islets were isolated from RIP1-Tag2 mice and classified as angiogenic or non angiogenic based on their appearance. RNA was extracted from the isolated islets to determine genome-wide gene expression levels using microarrays (Fig. 1B). 

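Total RNA came from pools of pancreatic islets of 8 week old RIP1-Tag2 mice, in which beta cells express the SV40 T antigen. Each of the 12 pools was measured on its own Affymetrix mouse gene array, 6 with angiogenic and 6 with non angiogenic islets. The labels do not say how many mice or islets entered a pool, nor whether pools came from separate mice, so p-values measure the spread between these pools. The deposited values are log2 levels per transcript cluster, made by the authors with the RMA method in Affymetrix Expression Console, and the median of an array lay between 7.30 and 7.38. Of 35556 transcript clusters, 21789 were paired with exactly 1 gene symbol, 1621 with several, and 12146 were unnamed in the annotation used here. For the 999 genes with more than 1 cluster the brightest was taken, which left 19938 genes. Angiogenic and non angiogenic islets were compared with limma (lmFit and eBayes, two-sided), and p-values were adjusted over all genes by the Benjamini-Hochberg method. The arrays fell into 2 sets. The first principal component, with 41.5% of the variance, placed replicates 1 to 3 of each group below replicates 4 to 6 of the same group, and angiogenic and non angiogenic islets separated along the second, with 19.3%. With group in the model, 7349 genes differed between the sets at an adjusted p under 0.05 from limma. The legend of Fig. 1C speaks of 2 profiling experiments, and the labels do not say which arrays belonged to which. Both sets hold 3 arrays of each group, so values with the set as a block and within each set, chosen after the arrays had been seen to split this way, are given beside others where they matter. The precision is limited by the number of arrays.

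**Figure D1:**
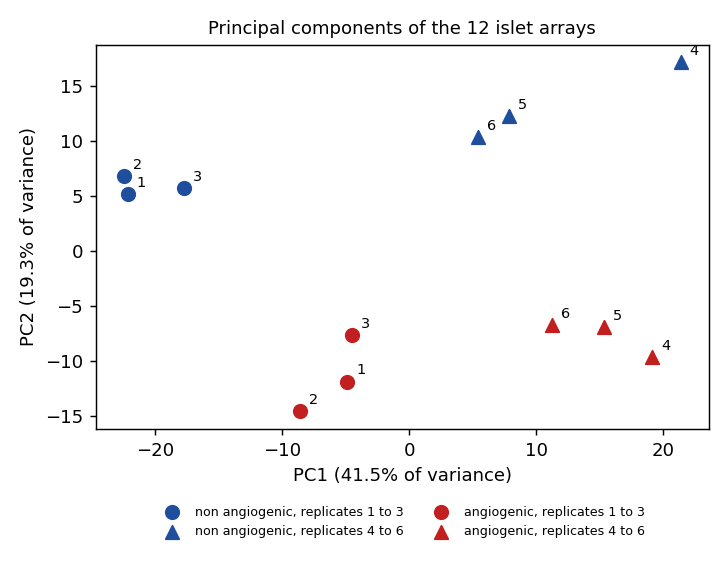
First and second principal components of the 12 arrays over 19938 genes, in arbitrary units. Each point is 1 array, numbered by replicate, with circles for replicates 1 to 3 and triangles for replicates 4 to 6. Angiogenic islets (red) lie below non angiogenic islets (blue) on the second component in both sets.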

The comparison of the transcriptome of non angiogenic *versus* angiogenic islets yielded a restricted list of 298 significantly deregulated genes, the “AngioSwitch signature”. 

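Most genes past an adjusted test were higher in angiogenic islets, and at an unadjusted p the directions were nearly even. At an adjusted p under 0.05 from limma, 708 genes were higher and 189 were lower. By the methods' t-test at an unadjusted p under 0.05, 1529 were higher and 1385 lower, and after adjustment 586 and 180. With limma and a ratio of at least 1.4 in addition, the smallest ratio in Table 1, 266 were higher and 18 were lower, and 38 of the higher genes reached a ratio of 2 against none of the lower genes. The largest rise was that of Thbs4, which encodes the matrix glycoprotein thrombospondin 4. Its log2 level was 9.96 ± 0.31 (SD, n = 6) in angiogenic and 7.20 ± 0.18 (SD, n = 6) in non angiogenic islets, a ratio of 6.77 (adjusted p = 2.70e-08 from limma). It was followed by the fibronectin gene Fn1, the lysyl oxidase gene Lox, Tnc and Timp1, and then by Acta2, the highest gene outside Table 1, at 3.34-fold. Ccdc80, which encodes a secreted matrix-binding protein, was 2.67-fold higher. Falls were smaller. The antimicrobial peptide gene Defb1 fell by 0.86 on the log2 scale (adjusted p = 1.51e-04) and the somatostatin gene Sst by 0.74 (adjusted p = 8.27e-05), both from limma. Of the 266 higher genes 236, and of the 18 lower genes 14, had no overlap between the arrays of the groups. Chance gives this for 0.22% of genes taken without selection, while these genes had been selected on the same groups. All 266 were higher, and all 18 lower, within each set of arrays. With the set as a block, 1172 genes were higher and 547 lower at an adjusted p under 0.05, and without angiogenic replicate 6 the number of lower genes was 110. Replicates 1 to 3 alone gave 284 higher and 17 lower genes past the ratio, and replicates 4 to 6 alone gave 290 and 29.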

We first noted that this signature included several markers of stromal cells (Fig. 1C). 

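Lists of marker genes were written for the cell types that an islet pool can hold. Of 25 endothelial markers, 18 were higher in angiogenic islets and none was lower at an adjusted p under 0.05 from limma (24 higher when adjusted over the list alone, and 23 with the set of arrays as a block). The median log2 difference was 0.40, and 0.44 and 0.42 in the 2 sets of arrays. The study also picked 5 of these 25 genes for Table 1 or Fig. 1C. Cd93, a receptor of the endothelial surface, was 1.78-fold higher. Of 16 markers of pericytes and smooth muscle cells, 12 were higher and none lower (14 higher when adjusted over the list alone, and 13 with the set as a block), among them the contractile genes Myl9 (1.86-fold) and Tagln (1.82-fold). Fibroblast markers were higher in 11 of 17 and lower in none (13 higher when adjusted over the list alone, and 13 with the set as a block), led by Postn, Col1a1, Mfap5 and Col1a2, and 8 of the 17 are in Table 1 or Fig. 1C. Of 20 markers of macrophages and monocytes, 12 were higher and none lower (17 higher when adjusted over the list alone, and 16 with the set as a block), with the mannose receptor gene Mrc1 at 1.52-fold and the signaling adaptor gene Tyrobp at 1.46-fold. All 4 lists shifted upwards against all other genes by camera with a preset correlation of 0.01, with adjusted p = 7.49e-21 or lower, and kept this call with an estimated correlation, where the highest adjusted p was 0.0051. The estimated correlations ran from 0.21 to 0.29, so p-values at the preset may be far too low. Another split of the 12 arrays put 40 lists past camera at the preset, against 39 for the real groups. Table 1 or Fig. 1C holds 5 of the pericyte and 3 of the macrophage markers. Markers of pancreatic acinar cells, which surround the islets, varied strongly between arrays. Their mean was 9.66 ± 1.13 (SD, n = 6) in angiogenic and 9.25 ± 1.45 (SD, n = 6) in non angiogenic islets (exact permutation test, two-sided, p = 0.59), and differed by 0.98 in replicates 1 to 3 and by -0.15 in replicates 4 to 6. Camera did not call the acinar list over all arrays (adjusted p = 0.13), and called it higher in 2 of 12 fits without 1 array (adjusted p down to 9.35e-06).

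**Figure D2:**
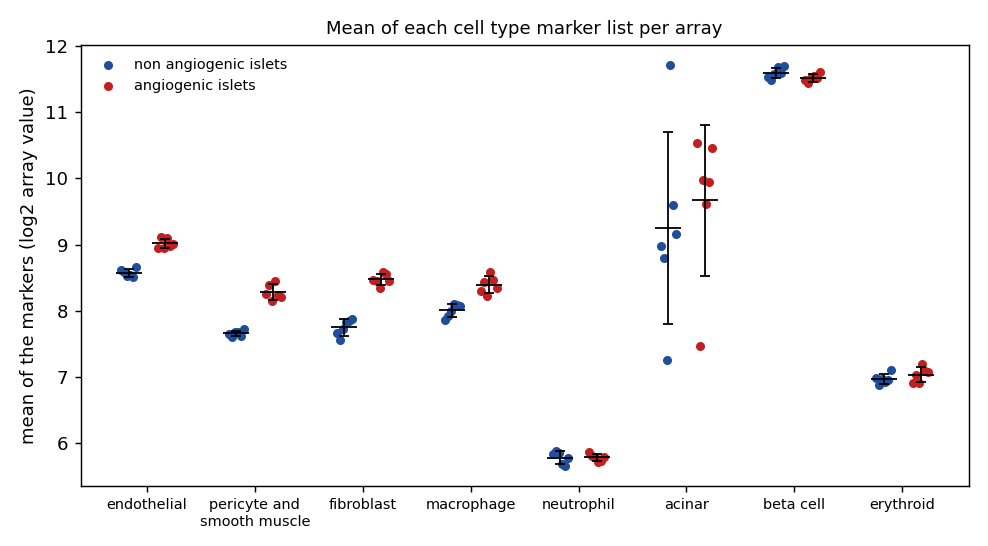
Mean log2 level of the markers of each cell type, 1 point per array, for non angiogenic (blue) and angiogenic (red) islets, with the mean and SD of 6 arrays as lines. The groups do not overlap for the endothelial, pericyte, fibroblast and macrophage lists, and overlap for the neutrophil, acinar, beta cell and erythroid lists.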

Characteristic markers of EC (e.g. *Pecam1* and *Cdh5* encoding CD31 and VE-cadherin, respectively), perivascular cells (*Acta2* encoding alpha-smooth muscle actin or αSMA, *Cspg4* encoding NG2, *Pdgfrb*) and monocytes/macrophages (*Emr1* encoding F4/80, *Csf1r*) were found up-regulated in angiogenic islets, which was confirmed by RT-qPCR (Fig. 1D) and tissue staining (Fig. 1, E-G and Supplementary Fig.S1, B-D).

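All 13 marker genes of Fig. 1C were higher in angiogenic islets, with no overlap between the arrays of the groups. As the study chose these genes on the same arrays, they are not independent evidence of the direction. Among the endothelial genes, Pecam1 had a log2 level of 9.50 ± 0.07 (SD, n = 6) in angiogenic and 8.91 ± 0.11 (SD, n = 6) in non angiogenic islets (adjusted p = 1.72e-05 from limma). Cdh5 was 1.70-fold, Cd34 1.73-fold, Vcam1 1.66-fold and Tek 1.53-fold higher. Perivascular genes covered a wider range. Acta2, the gene of alpha-smooth muscle actin, rose most, from 8.65 ± 0.36 (SD, n = 6) to 10.39 ± 0.25 (SD, n = 6), with adjusted p = 7.67e-06 from limma. Pdgfrb, the receptor gene of pericytes, was 2.11-fold higher, and Rgs5, Vim, Des and Cspg4 were 1.75-fold, 1.60-fold, 1.60-fold and 1.48-fold higher. For macrophages, Emr1 (listed as Adgre1) was 1.57-fold higher (adjusted p = 0.0017 from limma) and Csf1r, the receptor gene for colony stimulating factor 1, 1.48-fold (adjusted p = 4.06e-05). Each of the 13 genes was higher within both sets of arrays. The RT-qPCR and stainings were not analysed here. From the up-regulation of cell type specific markers, the paper proposes an expansion of stromal cells in angiogenic islets.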

**Figure 1:**
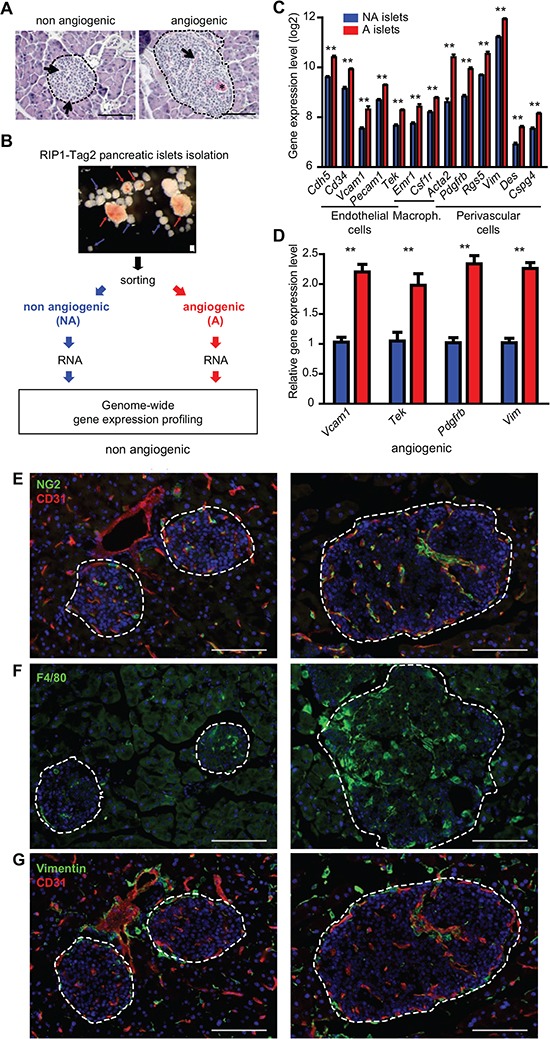
Transcriptomic profiling of the RIP1-Tag2 angiogenic switch reveals the up-regulation of stromal cell markers **(A)** patterns of non-angiogenic (left) and angiogenic (right) islets in H&E stained tissue sections from RIP1-Tag2 pancreata. Examples of normal capillaries in a non angiogenic islet (arrows) and of a dilated vessel (arrow) and micro-hemorrhaging (asterisk) in the angiogenic islet. **(B)** strategy used to compare angiogenic and non angiogenic pancreatic tumor islets by gene expression profiling upon their differential isolation, sorting and RNA extraction. **(C)** up-regulation of specific stromal cell markers in the transcriptome of RIP1-Tag2 angiogenic (red) compared to non angiogenic (blue) islets: markers for EC (*Cdh5*, *Cd34*, *Vcam1*, *Pecam1*, *Tek* or Tie2, also expressed by macrophages), macrophages/monocytes (*Emr1*, *Tek* and *Csf1r*) perivascular and smooth muscle cells (*Acta2*, *Pdgfrb*, *Rgs5*, *Vim*, *Des* and *Cspg4* encoding NG2). Measures represent the mean expression level from two independent profiling experiments, error bars the SEM. ** p < 5×10^−3^. **(D)** RT-qPCR confirmation of the up-regulation of stromal cell markers (*Vcam1*, EC; *Tek*: ECs and macrophages/monocytes; *Pdgfrb*: pericytes; *Vim*: perivascular SMC) in angiogenic (red) compared to non angiogenic (blue) islets. Measures represent the mean expression level from two independent experiments, error bars the SEM. ** p < 5×10^−3^. **(E-G)** expression (immunofluorescence) of stromal cell markers in non angiogenic and angiogenic islets, CD31 and NG2 (E), F4/80 (F) and Vimentin and CD31 (G). Nuclei are stained with Dapi (blue). In A and E-G dashed lines encircle islets. Scale bars, 100 μm.

### Stromal-specific activation of canonical TGF-β signaling during the RIP1-Tag2 angiogenic switch

Several TGF-β pathway members and target genes were found up-regulated, including ligands and extracellular regulators, *Cd105* (encoding endoglin, a TGF-β co-receptor) and known target genes (Fig. 2A). 

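Of 31 genes of the TGF-β pathway, 10 were higher and none was lower at an adjusted p under 0.05 from limma (13 higher when adjusted over the list alone, and 13 with the set of arrays as a block). Among the ligands, Tgfb3 was 2.09-fold higher (log2 difference 1.06, standard error 0.09, adjusted p = 4.28e-06 from limma) and Tgfb1 1.42-fold (adjusted p = 0.012). Tgfb2 had a log2 difference of 0.13 with a standard error of 0.07 and did not pass the test (adjusted p = 0.50). Of the extracellular regulators, the thrombospondin genes Thbs2 and Thbs1 were 2.12-fold and 1.90-fold higher, and Ltbp2, which encodes a matrix protein of the latent TGF-β binding family, 1.95-fold. Eng, which encodes endoglin, was 1.55-fold higher (adjusted p = 1.28e-05 from limma). Of 35 known target genes, 18 were higher and none lower (25 higher when adjusted over the list alone, and 25 with the set as a block), with Fn1, Lox, Timp1 and Acta2 at the top. Tgfbi was 1.48-fold higher and Plat, which encodes t-PA, 1.37-fold (adjusted p = 2.12e-04 and 0.0018 from limma). The median of the target genes was 0.49 in replicates 1 to 3 and 0.43 in replicates 4 to 6. Of the 35 target genes 13, and of the 31 pathway genes 7, are in Table 1 or Fig. 1C, which the study chose on these arrays. Camera placed the targets above other genes (adjusted p = 2.04e-33, and adjusted p = 2.81e-04 with an estimated correlation). Some higher targets are also cell type markers, namely Postn, Col1a1 and Col1a2 of fibroblasts and Acta2, Tagln and Cnn1 of pericytes. The median log2 difference of these marker lists was 0.56 and 0.58, so the shift of the targets is not independent of theirs. The remaining higher targets are in neither list, but the lists are short and whole islets were measured. A larger share of stromal cells may raise these targets too, so they do not show TGF-β signaling apart from it.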

The up-regulation of genes encoding TGF-β ligands (*Tgfb1* and *Tgfb3*) and prototypical SMAD2/3 target genes (*Tgfbi*, *Serpine1* and *Plat* encoding PAI-1 and t-PA, respectively) was confirmed by RT-qPCR (Fig. 2B). We hypothesized that TGF-β signaling may occur preferentially within stromal cells, as a previous study revealed the presence of ALK5 (Tgf-β receptor 1)-positive cells of presumably stromal origin within RIP1-Tag2 angiogenic islets [21], which suggested that these unidentified stromal cell type(s) could undergo canonical TGF-β signaling. 

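Of a list of 16 known TGF-β target genes outside the matrisome families, 2 were higher at an adjusted p under 0.05 from limma and none was lower (3 higher when adjusted over the list alone, and 6 with the set of arrays as a block). The 2 genes were Pmepa1, which encodes an inhibitor of TGF-β signaling, at 1.39-fold (adjusted p = 2.35e-04) and Id3 at 1.38-fold (adjusted p = 0.020). Id3 did not pass with array weights (adjusted p = 0.0575 from limma) or by the methods' t-test after adjustment. Bhlhe40 had a log2 difference of 0.42 with a standard error of 0.17 (adjusted p = 0.23), and adjusted p = 0.0032 from limma with the set of arrays as a block. The inhibitory Smad7 had a difference of 0.16 with a standard error of 0.08 and did not pass (adjusted p = 0.37). The median log2 difference of the 16 genes was 0.12, with 0.12 and 0.14 in the 2 sets. Camera placed them above other genes (adjusted p = 5.91e-04, and adjusted p = 0.023 with an estimated correlation). The list leaves out 4 of the 35 targets counted before that are also outside the families, and 3 of these were higher, among them Acta2 and Tagln, which are pericyte markers too. Over the 20 genes together, counted after the data were seen, 5 were higher, none was lower and the median was 0.17 (9 higher with the set as a block). The published stromal cell-specific response signatures were not used here.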

We used Gene Set Enrichment Analysis (GSEA) to determine the enrichment of stromal cell-specific TGF-β response signatures (TBRS; ref [22]) and found that the fibroblast- and the macrophage-specific TBRS were significantly enriched in angiogenic islets (Fig. 2C), suggesting that these stromal cell types may undergo canonical TGF-β signaling. To test this hypothesis, we analyzed the expression and sub-cellular localization of SMAD3 phosphorylated on S423/S425 (pSMAD3), as readout for TGF-β signaling activation, in RIP1-Tag2 tissue sections co-stained with stromal markers. While in non angiogenic islets an exclusively cytoplasmic staining was observed in some cells, within angiogenic islets pSMAD3 expression and nuclear localization was recurrently detected in some tumor cells but also more strikingly in both αSMA-positive fibroblasts and F4/80-positive macrophages (Fig. 2, D and E), demonstrating that these stromal cells undergo canonical TGF-β signaling in the angiogenic islets.

**Figure 2:**
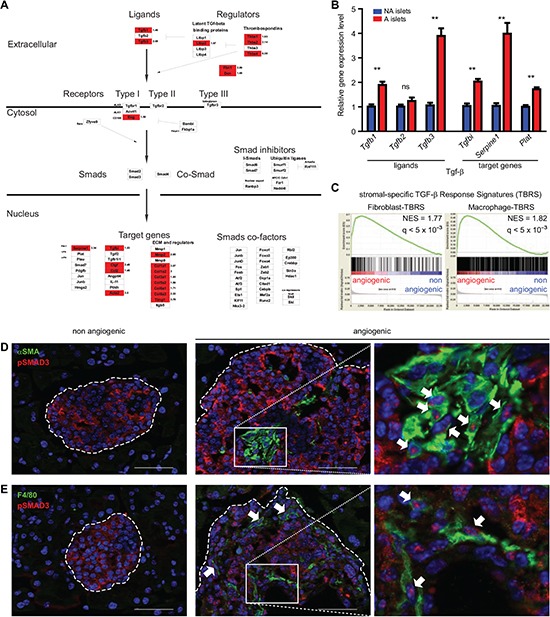
TGF-β signaling activation during the RIP1-Tag2 angiogenic switch **(A)** schematic depiction of gene expression profiling data on a TGF-β signaling GenMapp. Genes (represented by boxes) in red indicate genes significantly up-regulated in angiogenic islets. No gene in this pathway was down-regulated. Several TGF-β ligands, extracellular regulators, the *Endoglin* co-receptor (*Eng*, encoding CD105), together with target genes are up-regulated in angiogenic islets. **(B)** RT-qPCR analysis of TGF-β ligands and target gene expression in non angiogenic (blue) and angiogenic (red) islets. The *Tgfb1* and *Tgfb3* genes are significantly up-regulated in angiogenic islets together with the prototypical Smad2/3 target genes *Tgfbi*, *Serpine1* and *Plat*. Measures represent the mean of two independent experiments, error bars the SEM, ** p < 5×10^−3^, ns not significant. **(C)** GSEA demonstrates significant enrichment of fibroblast- and macrophage- specific TGF-β response signatures in the transcriptome of angiogenic islets. The Normalized Enrichment Score (NES) and the FDR q-value assessing the significance of enrichment are indicated. **(D-E)** co-staining of phosphorylated SMAD3 (pSMAD3) with αSMA (D) or F4/80 (E) in RIP1-Tag2 islets. Nuclear localization of pSMAD3 is observed in angiogenic islets, predominantly in tumor-associated αSMA+ fibroblasts (D) and F4/80+ macrophages (E) (arrows). Nuclei are stained in blue (DAPI). Dashed lines encircle islets; non angiogenic: left column, angiogenic: middle column and higher magnification pictures corresponding to the boxed areas within angiogenic islets are presented (right column). Scale bars, 50 μm.

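Of 18 TGF-β receptors, SMADs and their regulators, 3 were higher and none was lower at an adjusted p under 0.05 from limma (4 higher when adjusted over the list alone, and 4 with the set of arrays as a block). Beside Eng, these were Tgfbr2, the type II receptor gene, at 1.31-fold (adjusted p = 0.0020) and Acvrl1, the endothelial receptor gene ALK1, at 1.17-fold (adjusted p = 0.030). The call of Acvrl1 was lost in 9 of 12 fits that left out 1 array (adjusted p up to 0.074). Smad3 had a log2 difference of 0.16 with a standard error of 0.05 (adjusted p = 0.14, and 0.031 from limma with the set of arrays as a block). The differences were 0.02 for Smad2, -0.03 for Smad4 and 0.11 for Tgfbr1, the ALK5 gene, with standard errors of 0.07, 0.06 and 0.08. The median of the 18 genes was 0.02, and 0.01 and 0.03 in the 2 sets, and camera placed them above other genes (adjusted p = 0.011, and adjusted p = 0.027 with an estimated correlation). The lowest difference among the 31 pathway genes was that of Zfyve9, an adaptor of SMADs, at -0.13 with a standard error of 0.07 (adjusted p = 0.48).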

### Up-regulation of ECM and ECM-associated genes during the RIP1-Tag2 angiogenic switch: identification of the AngioMatrix signature

We then addressed whether groups of functionally-related genes are over-represented in the AngioSwitch signature using GeneOntologies (GO). This revealed significant enrichment of angiogenesis-related GO categories, supporting the biological relevance of the profiling data, but also of several GO categories related to ECM and secreted molecules (Fig. 3A). 

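Of 37 angiogenesis genes, 20 were higher and none was lower at an adjusted p under 0.05 from limma (27 higher when adjusted over the list alone, and 28 with the set of arrays as a block). The protease gene Mmp14 was 1.94-fold, the apelin receptor gene Aplnr 1.70-fold and the Notch ligand gene Jag1 1.59-fold higher. Vegfa, the gene of the growth factor VEGF-A, was among the brighter genes of the arrays and had a log2 difference of -0.08 with a standard error of 0.04 (adjusted p = 0.41). Of 24 basement membrane genes, 15 were higher and none lower, the same number when adjusted over the list alone and with the set as a block. Nid1, the gene of the linker protein nidogen 1, was 1.98-fold and Col15a1 1.87-fold higher, while Col4a1, Col4a2 and Lama4 were 1.57-fold, 1.74-fold and 1.86-fold higher. Median log2 differences were 0.29 and 0.40 for angiogenesis and 0.34 and 0.40 for the basement membrane in replicates 1 to 3 and 4 to 6. Of the 266 genes higher with a ratio of at least 1.4, 11 were angiogenesis genes (odds ratio 32.6, Fisher's exact test against 19938 genes, two-sided, adjusted over 6 lists, p = 1.22e-12) and 11 basement membrane genes (odds ratio 65.2, adjusted p = 6.23e-15). Table 1 or Fig. 1C holds 5 of the 37 and 10 of the 24 genes. GO categories were not used here.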

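On the arrays, 11 of the 12 genes of Fig. 3B were higher in angiogenic islets at an adjusted p under 0.05 from limma, and none was lower (12 higher when adjusted over the list alone). The study chose them from these arrays, so the direction is not independent evidence. Col8a1, a collagen gene of vessel walls, was 3.25-fold higher (log2 difference 1.70, standard error 0.11, adjusted p = 5.62e-07 from limma). Serpinf1, which encodes the angiogenesis inhibitor PEDF, was 2.10-fold higher, the Wnt antagonist gene Sfrp1 1.80-fold and the chemokine gene Ccl2 1.45-fold. The proteoglycan gene Ogn was 1.87-fold higher with a wide spread, 7.20 ± 0.42 (SD, n = 6) against 6.30 ± 0.56 (SD, n = 6), and adjusted p = 0.048 from limma. The calls of Ogn and Sfrp1 were lost in 8 and 3 of 12 fits without 1 array (adjusted p up to 0.12 and 0.053). Dlk1 had a ratio of 1.32 and did not pass (adjusted p = 0.060), but passed with the set of arrays as a block (adjusted p = 0.031 from limma), without non angiogenic replicate 4 (adjusted p = 0.048) and without angiogenic replicate 3 (adjusted p = 0.030). All 12 genes had a positive difference within each set. RT-qPCR values were not analysed here.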

By RT-qPCR we validated the up-regulation of 12 of these genes (Fig. 3B), leading to a total of 25 validated genes with a significant correlation between array and RT-qPCR data (Fig. 3C).

**Figure 3:**
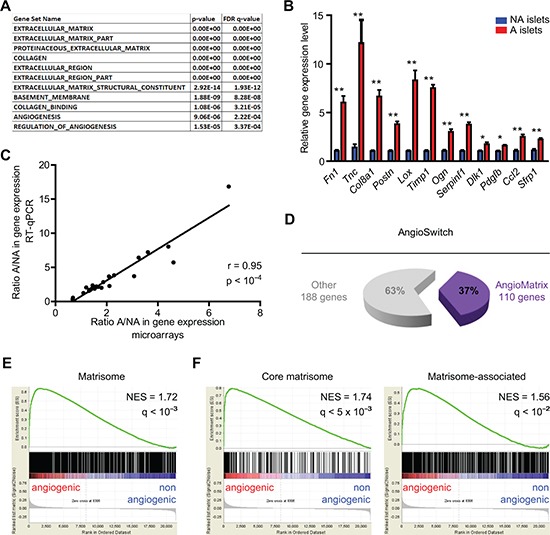
Genes encoding the extracellular matrix and regulators, or matrisome, are up-regulated during the RIP1-Tag2 angiogenic switch **(A)** significantly enriched GO categories in the AngioSwitch signature. The p- and FDR q-values indicate the significance of enrichment. **(B)** RT-qPCR validation of increased expression for 12 candidate genes up-regulated in angiogenic islets. Data (blue, non-angiogenic; red, angiogenic islets) represent mean and error bars the SEM from two independent experiments. **, p < 5×10^−3^; *, p < 10^−2^. **(C)** comparison of the gene expression ratio determined by array profiling and RT-qPCR for 25 validated genes (22 up-regulated, 1 unchanged and 2 down-regulated). The Pearson correlation coefficient and the p-value are indicated. **(D)** overlap between the AngioSwitch signature and the matrisome: 37% of genes induced during the angiogenic switch belong to the matrisome, defining the AngioMatrix signature (110 genes). **(E-F)** GSEA demonstrate significant enrichment of the matrisome (E) and its divisions (F) in the transcriptome of angiogenic islets. The Normalized Enrichment Score (NES) and the FDR q-value assessing the significance of enrichment are indicated.

As GO analysis revealed enrichment of several ECM-related categories, we examined the overlap of the AngioSwitch signature with the matrisome [23, 24], a comprehensive list of genes coding for ECM molecules and regulators. 

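Genes of the extracellular matrix made up a large part of the genes that rose at least 1.4-fold in angiogenic islets. Gene families were defined by symbol after the divisions of the matrisome, with Table 1 in view so that all of its genes are covered, and the published matrisome list was not used here. Of the 266 genes higher at an adjusted p under 0.05 from limma with a ratio of at least 1.4, 104 belonged to these families (39.1%), against 4.02% of all 19938 genes. The core families of collagens, glycoproteins and proteoglycans gave 61 of the 228 genes measured. The associated families of regulators, affiliated proteins and secreted factors gave 43 of 574. By family, 15 of 44 collagen genes, 38 of 149 glycoprotein genes and 8 of 35 proteoglycan genes were higher past the ratio. Among the associated families these were 18 of 211 regulators, 15 of 137 affiliated proteins and 10 of 226 secreted factors. Without the limit on the ratio, 165 of the 708 higher genes belonged to the families, a smaller share. Of the 18 genes lower with a ratio of at least 1.4, 2 were in the families. Of the 104 genes 102 are in Table 1, which the study chose on these arrays. As the families were written to cover Table 1, neither their direction nor their share is independent evidence, and no test of this share is given. Of the 697 other members, 2 were higher past the ratio.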

Of note, 37% of the genes composing the AngioSwitch signature encode matrisomal proteins (Fig. 3D), and core matrisomal genes are particularly over-represented (Supplementary Fig. S2). Moreover, GSEA revealed significant enrichment of the whole matrisome and its subclasses the core matrisome and matrisome-associated divisions (Fig. 3, E and F). 

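The shift of the matrisome families was carried by a part of their members. Of 802 genes in the families, 165 were higher and 7 lower at an adjusted p under 0.05 from limma, and 630 did not pass, with a median log2 difference of 0.02. Of the 228 core genes, 77 were higher and 1 was lower, with medians of 0.03 and 0.13 in replicates 1 to 3 and 4 to 6. Of the 574 associated genes, 88 were higher and 6 lower, with medians of -0.0049 and 0.0496. The tests of the families that follow include the genes of Table 1, which the study chose on these arrays, and are not independent of that choice. By camera with a preset correlation, all 3 groups shifted upwards, with adjusted p = 3.35e-15 for all families, 7.02e-30 for the core and 4.40e-08 for the associated families. With an estimated correlation the core kept its call (adjusted p = 0.0032), as did all families together (adjusted p = 0.027), and the associated families lost it (adjusted p = 0.094). Of the 149 glycoprotein genes, 54 were higher, 1 was lower and 94 did not pass. Among the single families this one had the lowest adjusted p from camera (adjusted p = 0.0010 with an estimated correlation). The mean log2 difference was larger for collagens, at 0.365 against 0.308 for glycoproteins, and no test compared the families. Collagen genes split into 15 that were higher and 29 that did not pass (adjusted p = 0.062 with an estimated correlation). Among secreted factors, 22 of 226 were higher and 3 lower, the median was -0.0036 and the mean 0.0513, and the upward call of camera (adjusted p = 0.0037) was lost with an estimated correlation (adjusted p = 0.39) and without non angiogenic replicate 4 (adjusted p = 0.11). Regulators, with 39 of 211 higher and 2 lower, lost camera's call with an estimated correlation (adjusted p = 0.074), and affiliated proteins, with 27 of 137 higher and 1 lower, and proteoglycans, with 8 of 35 higher, kept it (adjusted p = 0.0075 and 0.012). Of the 697 family members outside Table 1, 63 were higher and 7 lower, 2 of each with a ratio of at least 1.4, and camera's upward call (adjusted p = 3.21e-04) did not hold with an estimated correlation (adjusted p = 0.35).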

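Of the 110 genes of Table 1, 105 could be paired with a gene row and 5 were not analysed here. Of the 105, 102 were higher in angiogenic islets at an adjusted p under 0.05 from limma with a ratio of at least 1.4, none was lower and 3 did not pass (105 higher when adjusted over the list alone). The study selected them on these arrays, so this is not independent evidence of the direction. All 15 collagen genes were higher, with a median ratio of 1.91 and the highest for Col8a1, followed by the cartilage collagen gene Col10a1 (3.11-fold) and Col1a1 (2.95-fold). All 37 glycoprotein genes measured were higher, with ratios from 1.41 to 6.77. Among 9 proteoglycan genes, 8 were higher, with Lum, Fmod and Bgn at 2.60-fold, 2.53-fold and 2.36-fold. Of 20 regulators, 18 were higher, led by Lox (4.41-fold), Timp1 (3.61-fold) and Mmp2. All 14 affiliated proteins were higher, with Anxa1, Clec4n and Plxdc2 at 2.20-fold, 2.11-fold and 1.81-fold, and so were all 10 secreted factors, with Fstl1 and Igf1 at 2.92-fold and 1.93-fold. The 3 genes that did not pass were Dcn (ratio 1.66, adjusted p = 0.088), Ctsh (ratio 1.69, adjusted p = 0.13) and Adamts9 (ratio 1.16, adjusted p = 0.095), all of which passed with the set of arrays as a block (adjusted p = 7.37e-04, 5.09e-05 and 0.043 from limma). Dcn also passed without non angiogenic replicate 4 (adjusted p = 0.023). All 105 genes had a positive difference in both sets of arrays, with medians of 0.84 and 0.78, and 95 had no overlap between the groups. The mean of the 105 genes was 8.88 ± 0.12 (SD, n = 6) in angiogenic and 7.97 ± 0.08 (SD, n = 6) in non angiogenic islets (exact permutation test, two-sided, p = 0.0022, the smallest that 6 against 6 arrays allow).

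**Figure D3:**
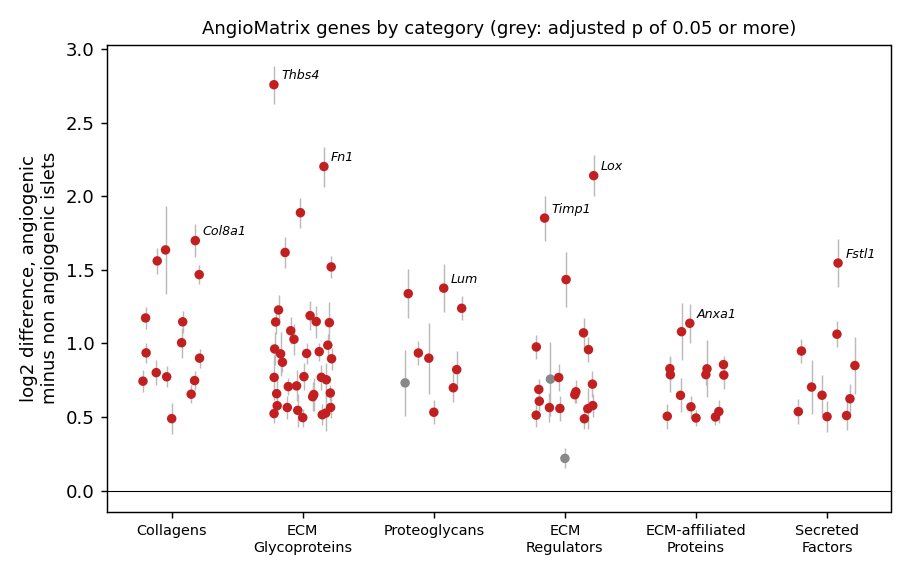
Log2 difference of angiogenic minus non angiogenic islets for the 105 genes of Table 1 measured, by category. Each point is 1 gene with its standard error from limma, red where the adjusted p was under 0.05 and grey otherwise. All points lie above 0, and Thbs4 is the highest at 2.76.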

We further defined the AngioMatrix signature as the 110 matrisomal genes induced during the RIP1-Tag2 angiogenic switch (Table 1). The expression of several AngioMatrix molecules, including vascular basement membrane components (collagen IV, laminin α4) and ECM glycoproteins (fibronectin, periostin, tenascin-C and sparc), was confirmed by tissue staining, which revealed their strong and stromal perivascular expression in angiogenic islets (Fig. 4 and Supplementary Fig. S3). Furthermore, we generated RIP1-Tag2 mice knocked-out for tenascin-C (TNC; ref. [25]), an ECM glycoprotein that was among the most highly up-regulated AngioMatrix genes (Fig. 3B and Table 1). 

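Tnc had a log2 level of 8.51 ± 0.24 (SD, n = 6) in angiogenic and 6.62 ± 0.15 (SD, n = 6) in non angiogenic islets. The ratio was 3.71 (log2 difference 1.89, standard error 0.10, adjusted p = 9.66e-08 from limma). By size of the difference it ranked 4 among all 19938 genes and 4 among the 105 genes of Table 1 measured, after Thbs4, Fn1 and Lox. The difference was 2.07 in replicates 1 to 3 and 1.71 in replicates 4 to 6, and every angiogenic array lay above every non angiogenic array. Islets without tenascin-C were not analysed here.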

We compared the number of angiogenic islets and the relative proportion of non-angiogenic and angiogenic islets from control and TNC-depleted RIP1-Tag2 mice on tissue sections, which revealed a significant decrease in the absence of TNC (Fig. 4, F and G).

**Table 1:** Composition of the AngioMatrix signature Gene symbol, expression ratio during the RIP1-Tag2 angiogenic switch and matrisome classification are indicated. Genes are grouped by matrisome division and categories, and ranked in descending order of expression ratio.

			Matrisome	
Gene symbol	Ratio A / NA	p-value	Division	Category
**Col8a1**	**3.25**	**1.1869E-07**	**Core matrisome**	**Collagens**
**Col10a1**	**3.11**	**9.3207E-04**		
**Col1a1**	**2.95**	**1.5235E-08**		
**Col1a2**	**2.77**	**1.0141E-09**		
**Col6a3**	**2.26**	**5.9958E-08**		
**Col12a1**	**2.22**	**4.7032E-08**		
**Col14a1**	**2.01**	**5.4409E-06**		
**Col3a1**	**1.91**	**1.4790E-07**		
**Col15a1**	**1.87**	**6.7506E-08**		
**Col4a2**	**1.74**	**4.5137E-06**		
**Col6a1**	**1.71**	**8.8071E-07**		
**Col5a2**	**1.68**	**6.1916E-07**		
**Col6a2**	**1.67**	**3.2904E-06**		
**Col4a1**	**1.57**	**5.2897E-07**		
**Col18a1**	**1.40**	**1.9590E-03**		
**Thbs4**	**6.77**	**3.9919E-09**		**ECM Glycoproteins**
**Fn1**	**4.61**	**6.5803E-08**		
**Tnc**	**3.71**	**1.2366E-08**		
**Postn**	**3.07**	**7.7478E-08**		
**Mfap5**	**2.87**	**3.2983E-09**		
**Fbn1**	**2.74**	**7.9111E-08**		
**Ctgf**	**2.34**	**7.4667E-07**		
**Srpx2**	**2.28**	**7.0478E-07**		
**Cilp**	**2.22**	**3.0748E-06**		
**Svep1**	**2.21**	**1.0975E-07**		
**Mgp**	**2.21**	**3.7883E-05**		
**Thbs2**	**2.12**	**8.1086E-07**		
**Spon1**	**2.04**	**5.5033E-06**		
**Nid1**	**1.98**	**1.4637E-07**		
**Ltbp2**	**1.95**	**1.9311E-05**		
**Pcolce**	**1.92**	**1.9741E-08**		
**Mfap4**	**1.91**	**2.4071E-07**		
**Thbs1**	**1.90**	**3.1110E-04**		
**Lama4**	**1.86**	**4.4791E-07**		
**Sparc**	**1.83**	**1.0330E-07**		
**Aebp1**	**1.71**	**1.4840E-05**		
**Lama2**	**1.71**	**8.5452E-06**		
**Dpt**	**1.70**	**1.5983E-03**		
**Gas6**	**1.69**	**1.7581E-04**		
**Sparcl1**	**1.64**	**1.3306E-04**		
**Slit2**	**1.63**	**2.5898E-07**		
**Lamc1**	**1.58**	**9.9984E-08**		
**Eln**	**1.58**	**8.1302E-05**		
**Igfbp4**	**1.57**	**5.5755E-04**		
**Fbln5**	**1.56**	**1.5923E-04**		
**Fbln2**	**1.49**	**1.3614E-06**		
**Tgfbi**	**1.48**	**2.0248E-05**		
**Mmrn2**	**1.48**	**3.4566E-05**		
**Wisp1**	**1.46**	**1.5947E-03**		
**Igfbp5**	**1.44**	**3.2103E-03**		
**Nid2**	**1.44**	**1.3026E-05**		
**Slit3**	**1.43**	**4.6296E-05**		
**Pxdn**	**1.41**	**8.0373E-06**		
**Lum**	**2.60**	**2.9885E-05**		**Proteoglycans**
**Fmod**	**2.53**	**3.8582E-05**		
**Bgn**	**2.36**	**5.6766E-08**		
**Aspn**	**1.91**	**1.0662E-06**		
**Ogn**	**1.87**	**1.0220E-02**		
**Prelp**	**1.77**	**2.5035E-04**		
**Dcn**	**1.66**	**1.9182E-02**		
**Vcan**	**1.62**	**7.8882E-05**		
**Hspg2**	**1.45**	**1.0067E-04**		
**Lox**	**4.41**	**1.0907E-07**	**Matrisome-associated**	**ECM Regulators**
**Timp1**	**3.61**	**1.0843E-06**		
**Mmp2**	**2.70**	**6.4945E-05**		
**Serpine1**	**2.29**	**8.7933E-07**		
**Adamts2**	**2.17**	**9.2591E-07**		
**Serpinf1**	**2.10**	**1.9858E-06**		
**Serpine2**	**2.03**	**2.6508E-05**		
**Loxl1**	**1.97**	**3.9437E-07**		
**Mmp14**	**1.94**	**9.5446E-07**		
**Ctsc**	**1.70**	**1.5301E-05**		
**Ctsh**	**1.69**	**3.0313E-02**		
**Serpinh1**	**1.65**	**1.5995E-05**		
**Adamts12**	**1.61**	**2.0488E-06**		
**Adamts5**	**1.59**	**1.0358E-05**		
**Adam12**	**1.57**	**4.4749E-07**		
**Adamts1**	**1.52**	**5.9751E-06**		
**Adamtsl3**	**1.49**	**3.8709E-05**		
**Mmp13**	**1.48**	**4.2445E-04**		
**Cd109**	**1.47**	**1.1918E-04**		
**Serpina3n**	**1.47**	**6.5008E-03**		
**Sulf2**	**1.43**	**1.1640E-04**		
**Loxl3**	**1.40**	**3.8243E-05**		
**Adamts9**	**1.40**	**1.9618E-04**		
**Anxa1**	**2.20**	**1.9866E-05**		**ECM-affiliated Proteins**
**Clec4n**	**2.11**	**7.5384E-04**		
**Plxdc2**	**1.81**	**5.2764E-08**		
**Frem1**	**1.78**	**4.3323E-06**		
**Anxa3**	**1.77**	**4.4351E-03**		
**Lgals1**	**1.73**	**1.0923E-06**		
**Plxnd1**	**1.73**	**1.2998E-04**		
**Anxa2**	**1.72**	**2.6193E-05**		
**Colec12**	**1.57**	**6.4004E-04**		
**Cspg4**	**1.48**	**3.5828E-05**		
**Clec7a**	**1.45**	**9.1353E-05**		
**C1qb**	**1.42**	**2.8805E-04**		
**Sema6a**	**1.41**	**3.1453E-06**		
**Gpc6**	**1.41**	**9.0537E-07**		
**Fstl1**	**2.92**	**1.0280E-05**		**Secreted Factors**
**Tgfb3**	**2.09**	**5.2714E-07**		
**Igf1**	**1.93**	**5.8883E-07**		
**Sfrp1**	**1.80**	**4.0155E-03**		
**Cxcl9**	**1.63**	**8.7549E-03**		
**Ccl3**	**1.57**	**2.1757E-03**		
**S100a6**	**1.54**	**1.7308E-04**		
**Angptl2**	**1.45**	**1.2141E-04**		
**Ccl2**	**1.45**	**1.7686E-04**		
**Pdgfc**	**1.42**	**9.5455E-04**		
**Tgfb1**	**1.42**	**1.8128E-03**		

**Figure 4:**
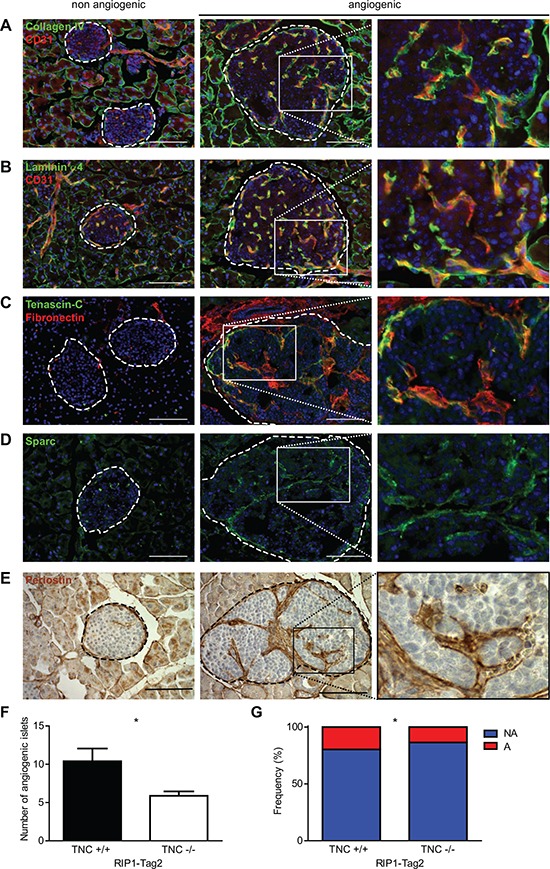
Analysis of AngioMatrix protein expression and functional validation of tenascin-C role in the RIP1-Tag2 angiogenic switch **(A-E)** expression pattern of the vascular basement membrane components collagen IV (A) and laminin α4 (B), and of the ECM glycoproteins fibronectin and tenascin-C (C), sparc (D) and periostin (E). Dashed lines encircle islets; non angiogenic: left column, angiogenic: middle column and higher magnification pictures corresponding to the boxed areas within angiogenic islets are presented (right column). Scale bars, 100 μm. **(F-G)** functional validation of tenascin-C contribution to the angiogenic switch. The number (F) and relative proportion (G) of angiogenic islets are significantly decreased in RIP1-Tag2 TNC −/− mice (n = 8 mice) as compared to TNC +/+ controls (n = 5 mice). A: angiogenic islets, NA: non angiogenic islets. * p < 5×10^−2^.

### Expression of the AngioMatrix signature correlates with angiogenesis markers, tumor progression and poor prognosis for CRC, low grade glioma and GBM patients

To address the potential relevance of the AngioMatrix signature for cancer patients, we analyzed transcriptomic datasets, as this strategy enables investigating large and independent patient cohorts. Since insulinoma is rare and mostly benign (and no dataset could be retrieved), we focused on colorectal cancer and glioma, as their incidence is higher, angiogenesis is known to drive their progression and several independent datasets could be retrieved for CRC [26–30] and glioma [31–33].

We addressed whether expression of the AngioMatrix signature correlates with surrogate markers of blood vessels and angiogenesis in CRC. We determined for each sample the AngioMatrix signature expression level by averaging the expression levels of the 110 genes forming the signature, thereafter referred to as “AngioMatrix expression”, and observed significant correlations with the expression of the EC markers *PECAM1* (Fig. 5A) and *CDH5* (Fig. 5B). We next analyzed the pattern of AngioMatrix expression along CRC formation and progression. This revealed higher expression in normal tissue compared to adenoma and up-regulation during the adenoma-carcinoma transition (Fig. 5C), which was confirmed in an independent cohort (Supplementary Fig. S4A). We observed significantly higher AngioMatrix expression in primary CRC classified as Duke B or Duke C (*versus* A; Supplementary Fig. S4B), and higher expression in advanced primary CRC in an independent cohort (stage 3 or 4 *versus* 0, TNM; Supplementary Fig. S4C). We next asked if AngioMatrix expression could vary according to CRC molecular subtypes [29, 34] and found a significantly higher AngioMatrix expression in the Inflammatory subtype (compared to the Goblet-like or the Transit-amplifying subtypes) and in the Stem-like subtype compared to any other subtype (Fig. 5D). Furthermore, AngioMatrix expression was significantly lower in the C3 and the C1 subtypes and higher in the C4 subtype (Fig. 5E). We then wondered if AngioMatrix expression may vary during the ultimate steps of CRC progression. We found slightly increased AngioMatrix expression in metastatic (compared to non-metastatic) primary CRC (Supplementary Fig. S4D). In CRC metastasis, while no difference is observed in the lung (Supplementary Fig. S4E), AngioMatrix expression is significantly up-regulated in liver metastasis compared to normal tissue (Fig. 5F). The recurrent link between increased AngioMatrix expression and CRC progression prompted us to test a potential correlation with CRC patient survival. We used datasets from two independent cohorts of patients [28, 29], which were stratified using cut-off values into AngioMatrix low or high groups and survival analysis was performed to compare the outcome of these groups. A high expression of the AngioMatrix signature significantly correlated with a shorter relapse-free survival in the two CRC cohorts (Fig. 5, G and H, and Supplementary Figure S4, F and G).

**Figure 5:**
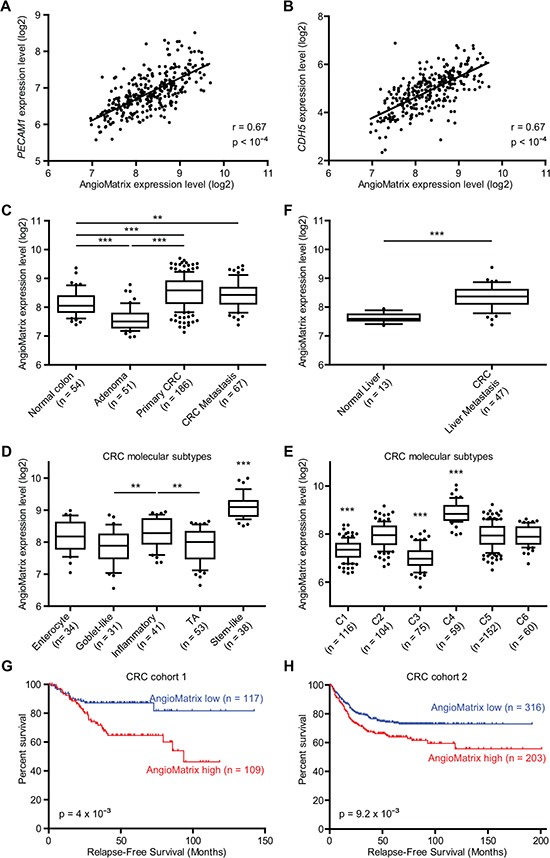
Correlation between AngioMatrix signature expression and EC markers, tumor progression and poor prognosis in human CRC **(A-B)** correlation between AngioMatrix expression level and *PECAM1* (A) or *CDH5* (B) expression in normal, adenoma and primary CRC samples. The Pearson correlation coefficient and the p-value are indicated. **(C, F)** analysis of AngioMatrix expression during CRC progression. Comparison of normal colon, adenoma, primary CRC and CRC metastasis (C) and CRC metastasis *versus* normal liver (F). **(D-E)** analysis of AngioMatrix expression in the different primary CRC molecular subytpes. Note the significant higher levels of AngioMatrix in the Stem-like (D) and C4 (E) subtypes. In C-F, ***and ** indicate p-values < 10^−3^ and 10^−2^, respectively. **(G-H)** Kaplan-Meier survival analysis of CRC patients. Patients were stratified according to the average expression of the AngioMatrix signature as AngioMatrix high or low using a cutoff value. In each cohort, high AngioMatrix expression significantly correlates with poor prognosis for patients. P-values indicate the significance of survival difference between the groups of individuals. In C-H, n indicates the number of samples per group.

We analyzed AngioMatrix expression in independent glioma datasets and observed again a significant correlation between AngioMatrix expression and the EC markers *PECAM1* (Fig. 6A) and *CDH5* (Supplementary Fig. S5A). Comparing glioma histological subtypes revealed higher AngioMatrix expression in GBM compared to astrocytoma or oligodendroglioma (Fig. 6B), which was confirmed in an independent cohort (Supplementary Fig. S5B). Also, AngioMatrix expression increased with grade (Fig. 6C). Differences in AngioMatrix expression were observed between the GBM molecular subtypes [35], of which the highest expression in the mesenchymal subtype was the most significant (Fig. 6D). The recurrent correlation between AngioMatrix expression and glioma progression led us to test the potential use of the signature to stratify glioma patients and analyze their survival. High AngioMatrix expression significantly correlated with poor prognosis for all glioma patients (Supplementary Fig. S5C) and for subgroups of low-grade glioma: astrocytoma, oligodendroglioma, grade II, grade III or combined grade II and III glioma (Supplementary Fig. S5D-H). Finally, we analyzed GBM from two independent cohorts and found that high AngioMatrix expression significantly correlated with shortened patient survival (Fig. 6, E and F, and Supplementary Figure S5, I and J).

**Figure 6:**
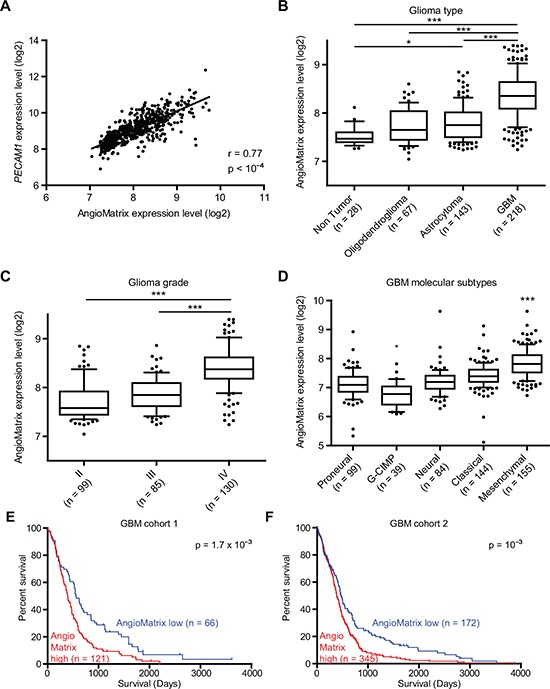
Correlation between AngioMatrix signature expression and EC marker, tumor progression and poor prognosis in human glioma **(A)** correlation between AngioMatrix expression and *PECAM1* in glioma samples. The Pearson correlation coefficient (r) and the p-value are indicated. **(B)** comparison of AngioMatrix expression between non tumor brain samples and glioma histological subtypes. Note the higher levels of AngioMatrix expression in GBM compared to normal brain tissue, oligodendroglioma or astrocytoma. **(C-D)** analysis of AngioMatrix expression according to glioma grade (C) and the different GBM molecular subtypes (D). Note the significantly higher levels in grade IV glioma (C) and in the GBM mesenchymal subtype (D). In B-D, * and *** indicate p-values < 5×10^−2^ and 10^−3^, respectively. **(E-F)** Kaplan-Meier survival analysis of GBM patients. Patients were stratified according to the average expression of the AngioMatrix signature as AngioMatrix high or low using a cutoff value. In each cohort, high AngioMatrix expression significantly correlates with poor prognosis for patients. P-values indicate the significance of survival difference between the groups of individuals. In B-F, n indicates the number of samples per group.

## DISCUSSION

We have used a strategy based on gene expression profiling to comprehensively describe the angiogenic switch in a prototypical murine cancer model [2, 4]. Our microarray analysis first revealed the up-regulation of cell type specific markers in the angiogenic islets, suggesting an expansion of stromal cells. This was confirmed at tissue level using specific markers for endothelial cells, pericytes and macrophages. 

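Markers of cell types other than the stromal ones mostly did not pass the test. None of 14 lymphocyte markers passed an adjusted p of 0.05 from limma (1 lower when adjusted over the list alone, 3 at an unadjusted p under 0.05), and the log2 difference of Cd79a, a B cell gene, was -0.65 with a standard error of 0.18 (adjusted p = 0.065, 0.0345 with array weights, 0.0054 without non angiogenic replicate 4 and 0.034 with the set of arrays as a block). Of 6 lymphatic endothelial markers, Pdpn was 1.18-fold higher (adjusted p = 0.043), a call lost in 8 of 12 fits without 1 array (adjusted p up to 0.11). The log2 difference of Flt4 was 0.42 (standard error 0.12, adjusted p = 0.079, 0.0424 without non angiogenic replicate 2 and 0.0026 with the set as a block). None of 8 adipocyte and 5 erythroid markers passed (1 and 2 at an unadjusted p under 0.05, and 1 erythroid marker higher and 1 lower when adjusted over the list alone), with Fabp4 at 0.27 (adjusted p = 0.17, and 0.032 with the set as a block) and Alas2 at 0.45 (adjusted p = 0.15, and 0.010 with the set as a block). Of 16 beta cell markers, none was higher and only Ucn3, a gene of mature beta cells, was lower (adjusted p = 0.029, lost in 7 of 12 fits without 1 array, with adjusted p up to 0.068). The number of lower beta cell markers was 2 when adjusted over the list alone and 3 with the set as a block, and 5 of the 16 had an unadjusted p under 0.05 by limma. The mean of the beta cell markers was 11.52 ± 0.06 (SD, n = 6) in angiogenic and 11.59 ± 0.08 (SD, n = 6) in non angiogenic islets (exact permutation test, two-sided, p = 0.11). Exact permutation tests chosen after the data were seen gave p = 0.026 after quantile normalization and p = 0.035 when arrays were permuted within the 2 sets (0.0525 adjusted over 9 lists), with differences of -0.05 and -0.09 in the sets. Camera called the beta cell list lower (adjusted p = 0.032), and not with an estimated correlation (adjusted p = 0.33) or without any 1 of non angiogenic replicates 4, 5 and 6 and angiogenic replicates 1 and 2 (adjusted p up to 0.16).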

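Of 16 neutrophil markers on the arrays, none passed an adjusted p of 0.05 from limma in either direction, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05 by limma and by the methods' test. The largest difference was that of Csf3r, the receptor gene for granulocyte colony stimulating factor, at 0.18 with a standard error of 0.07 (adjusted p = 0.24). S100a8, a calprotectin gene, had a log2 level of 5.18 ± 0.07 (SD, n = 6) in angiogenic and 5.14 ± 0.11 (SD, n = 6) in non angiogenic islets, and Elane 6.25 ± 0.05 (SD, n = 6) and 6.40 ± 0.14 (SD, n = 6). The median difference of the 16 markers was -0.01, and their mean differed by 0.0051 (exact permutation test, two-sided, p = 0.91), by -0.04 in replicates 1 to 3 and by 0.05 in replicates 4 to 6. All 16 markers had mean log2 levels of 6.88 or lower, below the median of 7.76 across genes, and weak signals are compressed. Changes in neutrophils, small or larger, are therefore not excluded by these values.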

Of note, no neutrophil marker was retrieved, although neutrophils have been functionally implicated in the RIP1-Tag2 angiogenic switch [7, 8]. Since we have extracted RNA from whole islets for gene expression profiling, we may have missed the low abundant neutrophils (0.4% of RIP1-Tag2 islet cells; ref. [7]). 

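Some of the genes listed for VEGF, Notch and PDGF signaling were higher in angiogenic islets, and others did not pass the test. Pdgfb, which encodes the ligand chain of PDGF-BB, had a log2 level of 8.57 ± 0.12 (SD, n = 6) in angiogenic and 8.19 ± 0.11 (SD, n = 6) in non angiogenic islets, a ratio of 1.31 (adjusted p = 0.0026 from limma). The difference of its receptor gene Pdgfrb was larger, at 1.08 with a standard error of 0.09 (adjusted p = 4.94e-06). Pdgfra and Pdgfc were 1.47-fold and 1.42-fold higher. Eng had a difference of 0.63 with a standard error of 0.06. Of 21 genes of VEGF, Notch and PDGF signaling, 11 were higher and none was lower at an adjusted p under 0.05 from limma (14 higher when adjusted over the list alone, and 14 with the set of arrays as a block), with medians of 0.27 and 0.31 in replicates 1 to 3 and 4 to 6. Camera placed the list above other genes (adjusted p = 4.59e-17, and adjusted p = 2.34e-04 with an estimated correlation).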

At the molecular level, we noted a recurrent overlap between the AngioSwitch signature and several cellular signaling pathways that have been functionally implicated in RIP1-Tag2 tumor progression, including the PDGF receptor β and its ligand PDGF-BB [36] or endoglin [37]. We also observed and confirmed up-regulation of several genes encoding canonical TGF-β signaling pathway members, suggesting that TGF-β signaling is activated during the RIP1-Tag2 angiogenic switch. This is in line with a previous report showing the up-regulation of *Tgfb1* and the presence of ALK5-positive cells, (expressing TGF-β receptor 1 and therefore susceptible of undergoing canonical TGF-β signaling in the presence of ligand) within RIP1-Tag2 angiogenic islets, and presumably representing stromal cells [21]. We found significant enrichment of fibroblast- and macrophage-specific TBRS, which suggested that these tumor-associated stromal cells may undergo signaling. Accordingly, we demonstrated their presence and that they undergo canonical TGF-β signaling as revealed by the nuclear localization of phosphorylated SMAD3 within these stromal cells in angiogenic but not in non angiogenic RIP1-Tag2 islets. Altogether, these observations strongly support the notion that the AngioSwitch signature is biologically and functionally meaningful, and that the activation of canonical TGF-β signaling within stromal cells may represent a key event driving this transition. Mechanistically it remains to be determined which specific signals trigger TGF-β signaling during the RIP1-Tag2 angiogenic switch and how specific AngioMatrix molecules are implicated. MMP-9 and MMP-2 represent candidate drivers of the transition since both are induced during the RIP1-Tag2 angiogenic switch and MMP9 in particular exerts a crucial role [6] and both MMPs are able to activate latent TGF-β [38]. Furthermore we uncovered that the RIP1-Tag2 angiogenic switch is associated with the up-regulation of genes encoding ECM and ECM-associated molecules. This is in line with our and others findings, as canonical TGF-β signaling regulates the production of ECM and regulators in the microenvironment of tissue under various physio-pathological conditions including cancer [39, 40]. 

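Mmp2 was 2.70-fold higher in angiogenic islets, with a log2 level of 9.50 ± 0.43 (SD, n = 6) against 8.06 ± 0.32 (SD, n = 6) in non angiogenic islets (adjusted p = 2.47e-04 from limma). Mmp9 had 6.44 ± 0.11 (SD, n = 6) and 6.34 ± 0.15 (SD, n = 6). Its log2 difference of 0.11 with a standard error of 0.07 did not pass the test (adjusted p = 0.59 from limma), and the arrays of the groups overlapped. The difference of Mmp9 was 0.11 in replicates 1 to 3 and 0.10 in replicates 4 to 6, and it did not pass with the set of arrays as a block (adjusted p = 0.38). Its level was below the median of 7.76 across genes. Weak signals are compressed, so an induction of Mmp9 is not excluded.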

Although beyond the current scope, it will be important to evaluate in the future whether blocking TGF-β signaling potentially impinges on the angiogenic switch affecting the expression of AngioMatrix molecules.

Using an elegant approach combining *in silico* and proteomic analysis, Naba and co-workers defined the matrisome, a comprehensive list of ECM and ECM-associated molecules [23, 24]. Using this resource we assessed the overlap with the AngioSwitch signature to define the AngioMatrix signature and validated the induction of expression for several AngioMatrix proteins during the angiogenic switch, including the ECM glycoproteins fibronectin, tenascin-C, sparc and periostin. Functionally, we demonstrated that *TNC* ablation impairs the RIP1-Tag2 angiogenic switch, in line with our macroscopical characterization of the two islet classes [25]. These data again support the notion that components of the AngioMatrix signature promote the RIP1-Tag2 angiogenic switch.

To evaluate the potential translational relevance of the AngioMatrix signature for cancer patients, we showed that AngioMatrix expression significantly correlated with EC markers in human CRC and glioma, supporting the notion that this signature also correlates with the angiogenesis status within human tumors. During CRC progression, AngioMatrix expression is increased at the adenoma-carcinoma transition, in partial agreement with previous studies showing that the angiogenic switch occurs early along the adenoma-carcinoma sequence [41, 42]. In glioma, AngioMatrix expression is significantly up-regulated in GBM compared to lower grade glioma. This may reflect vascular co-option in low-grade glioma in contrast to angiogenesis that is more important for GBM vascularization [20]. AngioMatrix expression varies according to primary CRC molecular subtypes [29, 34]. Although these studies have followed different approaches to define CRC subtypes, we found significantly higher levels of AngioMatrix expression in the stem-like [34] and the C4 [29] subtypes, the latter being also enriched in stem cell-like signatures [29]. We speculate that higher AngioMatrix expression in stem-like CRC reflects a potential role of some AngioMatrix molecules not only in angiogenesis but also in the regulation of cell fate within (cancer) stem cell niches. Moreover, tenascin-C and periostin are both expressed in the hair follicle stem cell niche in murine skin and are crucial for metastatic breast cancer stem cells colonizing the lung [43–45]. It will be interesting to determine if other AngioMatrix molecules represent normal and cancer stem cell niches components. We found lower AngioMatrix expression levels in the C1 and C3 subtypes, and higher level in the C4 subtype, which correlates with the respective enrichment of the GO sprouting angiogenesis category within these subtypes [29], reinforcing the notion that this signature correlates with angiogenesis in human CRC. Also, higher AngioMatrix expression levels are found in the GBM mesenchymal subtype, described as enriched in EC and angiogenesis markers [35]. Finally, the AngioMatrix signature allows to identify CRC, low-grade glioma and GBM patients with a poorer prognosis. It will be important to determine whether this can be extended to other tumor types and if specific AngioMatrix subsets may improve stratification of patients at higher risk of tumor relapse.

ECM molecules and regulators exert key functions during vascular remodeling in tumors and play instrumental roles in promoting tumor progression by multiple mechanisms as e.g. providing pro-angiogenic niches and favoring tumor cell survival and dissemination. Importantly, ECM molecules represent potential therapeutic targets as functional studies have underlined their importance in the process of blood vessel regrowth after anti-angiogenic therapy [12]. Whether AngioMatrix molecules are potentially relevant in tumor vessel regrowth is unknown and important to be addressed in the future. It is interesting to note that the ECM glycoproteins fibronectin, tenascin-C and periostin, that were found here among the most highly up-regulated genes during the angiogenic switch, have also been identified as crucial for metastatic colonization in other cancer models *in vivo* [44–46]. 

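By size of the log2 difference, Fn1 ranked 2, Tnc 4 and Postn 9 among all 19938 genes. Fn1 rose from 9.27 ± 0.35 (SD, n = 6) in non angiogenic to 11.48 ± 0.17 (SD, n = 6) in angiogenic islets, a ratio of 4.61 (adjusted p = 4.55e-07 from limma). Postn, the periostin gene, had a ratio of 3.07 (log2 difference 1.62, standard error 0.10, adjusted p = 4.93e-07 from limma). All 3 genes had no overlap between the arrays of the groups. The difference of Fn1 was 2.49 and 1.92, and that of Postn 1.90 and 1.34, in replicates 1 to 3 and 4 to 6. Sparc, another matrix glycoprotein gene and the brightest of these, was 1.83-fold higher (adjusted p = 1.66e-06 from limma).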

Further studies are warranted to assess if additional AngioMatrix molecules also contribute to the generation of metastatic niches. Finally, AngioMatrix expression is significantly higher in hepatic metastases, the most common metastatic site for CRC. It will be interesting to determine if some AngioMatrix molecules represent metastasis-specific components as these could represent novel opportunities to develop targeted therapies.

In summary, we have shown that the angiogenic switch, a rate-limiting and early step during PNET progression in a murine model, is associated with a specific transcriptome, which allowed us to define the AngioMatrix signature and show that it correlates with tumor progression and poor prognosis for CRC, low-grade glioma and GBM patients. Our study paves the way for the identification of novel molecular and cellular mechanisms that are key to tumor angiogenesis and might unravel novel opportunities for diagnosis and therapeutic targeting.

## METHODS

A detailed description is available from the Supplementary methods.

### RIP1-Tag2 mice

Experiments involving RIP1-Tag2 animals [3] were done at 8 weeks and in accordance with the guidelines from INSERM (National Institute for Health and Medical Research), as described [25].

### Genome-wide gene expression profiling and data mining

Pools of angiogenic and non angiogenic pancreatic islets were sorted as described [25] and RNA was extracted for labeling and hybridization (Affymetrix arrays). Data are deposited in the Gene Expression Omnibus (NCBI, GSE51637). Significantly deregulated genes were selected using the BRB-ArrayTools software (NCI, USA). The matrisome [23, 24] was used to compare the overlap with the AngioSwitch signature and define the AngioMatrix signature. Enrichments of TBRS from specific stromal cell types [22], the matrisome and its divisions [23] in the profiling dataset of RIP1-Tag2 angiogenic and non angiogenic islets we generated (GSE51637) were analyzed using GSEA [47]. Correlations between AngioMatrix expression and various parameters were analyzed in independent cohorts of CRC [26–30] and glioma [31–33]. Molecular subtypes of CRC [29, 34] and GBM [35] were previously defined. Kaplan-Meier survival analysis was performed by analyzing transcriptomic datasets from independent cohorts of human CRC [28, 29], glioma and subtypes [31] and glioblastoma [31, 33].

### Statistical analysis and graphical representation

Analysis was performed using GraphPad Prism (GraphPad Software, Inc. USA), Epi Info (Centers for Disease Control and Prevention, USA), BRB-ArrayTools (NCI, USA) and GSEA [47]. Histograms represent data expressed as mean +/− SEM. When comparing two groups, data were analyzed using two-tailed Mann Whitney U or unpaired Student t tests. When comparing three groups or more, data were analyzed using one-way ANOVA (with Tukey's post-test) or Kruskal-Wallis (with Dunn's post-test) tests. In box plots, whiskers represent the 10^th^ and 90^th^ centiles, and data points outside this interval are represented. The false discovery rate (FDR) q-value and the log-rank test were used to assess the significance of GSEA enrichments and of survival differences, respectively. P-values and q-values < 0.05 were considered as significant.

## SUPPLEMENTARY METHODS, FIGURES AND TABLE

How the deposited data were processed for this re-analysis (not part of the article)

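The data are 12 Affymetrix mouse gene arrays of RNA from pools of islets of 8 week old RIP1-Tag2 mice, 6 of angiogenic and 6 of non angiogenic islets. The authors deposited log2 values per transcript cluster, which the submitters' processing notes say were made with RMA in Affymetrix Expression Console. RMA corrects the background, brings all arrays to 1 distribution and summarises the probes of a cluster, so an overall change in RNA content per islet cannot be seen in these values and weak signals are compressed. The tool versions, the scan dates and whether the 12 arrays were normalized together are not given in the sources used here. Groups and replicate numbers were taken from the sample labels.

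Values were analysed as deposited. Probes were named through the platform annotation. Clusters with exactly 1 gene symbol were kept (21789 of 35556), and the brightest was taken for the 999 genes with several, leaving 19938 genes. Symbols were checked by gene identifier against the RefSeq table of GRCm38.p6, which changed 0 of them, and no coordinates are given because the array files name no build. R 4.3.3 and limma 3.58.1 were used. The main comparison was lmFit and eBayes on 6 against 6 arrays without covariates, two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The ratio of 1.4 is the smallest in Table 1, as the paper's text states no such limit. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 49 lists, and again with an estimated correlation. Lists of cell types, pathways and processes, and those of Figs. 1C, 2B and 3B, were fixed before the data were examined. The matrisome families were written from symbols with Table 1 in view. Means of lists per array were compared by exact permutation tests over 924 splits. The fit was tested on simulated arrays of this size with 200 changed genes. It recovered 87.0% of those changed 1.4-fold and 97.0% of those changed 2-fold, and called 15 of the unchanged genes. Other splits of the measured arrays into 6 and 6 called up to 720 genes, so these rates need not hold for the measured arrays.

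Genes are named by a rule written before the data were examined, with Table 1 and Figs. 1 to 3 already seen. It takes every gene the paper names for the arrays, the 3 highest ratios of each category of Table 1 among genes past the threshold, the 15 largest rises and 10 largest falls among genes past the threshold whose arrays do not overlap, and in each list the 4 largest differences that passed, or, where fewer passed, those and the largest that did not. A few other members of lists and of Table 1 were named after their values were seen. These are Smad2, Smad4, Smad7, Tgfbr1, Zfyve9, S100a8, Elane, Dcn, Ctsh, Adamts9, Flt1, Kdr and Emcn.

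The alternatives planned were the methods' t-test with and without adjustment, limma with a trend or array weights, median centring, quantile normalization, leaving out dim genes, the mean of all clusters of a gene, the replicate number as a block, leaving out each array in turn, camera with an estimated correlation or preranked among brighter genes, and ratios of linear means. The 2 sets of arrays as a block, each set alone, the mean of acinar markers as a covariate, the cluster nearest to Table 1, means of lists after rescaling or permuted within the sets, and correlations with set means removed were added after the data were seen. RT-qPCR, tissue stainings, mice without tenascin-C, and the human cohorts were not analysed here. Some genes have no row with a single symbol, among them 5 of Table 1, and are not reported here.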

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

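The tests on cell share, on endothelial probes, on the mean of the beta cell markers within the sets and on dilution and saturation of beta cell signals were chosen only after the results they measure were seen, as were the models with the 2 sets of arrays and with the acinar covariate. The others were set before.

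Among 248 groups of 6 arrays, 8 had an array far from the rest, and chance gives about 1 in 20. In angiogenic replicate 2 the mean of the acinar markers was 7.46 and that of the acinar gene Reg1 was 7.03. The others were Msln in the same array at 7.07, and in non angiogenic islets Alas2 at 7.33 and Vegfa at 12.13 (replicate 6), Cd79a at 7.32 (replicate 4), Csf3r at 6.78 (replicate 3) and Tagln at 7.45 (replicate 1).

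Of the genes named here that the paper does not discuss, 20 passed an adjusted p of 0.05 from limma with a ratio of at least 1.4 and no overlap between the groups. Those higher in angiogenic islets were Ccdc80 (log2 difference 1.41), Myl9 (0.89), Tagln (0.86), Cd93 (0.83), Aplnr (0.76), Jag1 (0.67), Mrc1 (0.60), Pdgfra (0.56) and Tyrobp (0.55). Those lower were Defb1 (-0.86), Gm609 (-0.78), Sst (-0.74), C8b (-0.67), Plag1 (-0.66), Calb1 (-0.58), Mir186 (-0.58), Sfrp5 (-0.57), Pyy (-0.56), Frzb (-0.55) and the heat shock gene Dnajb1 (-0.54). Mir186 lost its call without angiogenic replicate 4 or 5 (adjusted p up to 0.057) and by the adjusted t-test (adjusted p = 0.0785).

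The rise of the AngioMatrix genes was held against 3 explanations. With the mean of the acinar markers as a covariate, 99.02% of the 102 called genes, 101 genes, still passed, which argues against exocrine tissue carried over with the islets. The median difference was 0.84 in replicates 1 to 3 and 0.78 in replicates 4 to 6, and all 105 genes were higher in both sets. Each set holds 3 arrays of each group, so a shift common to a set cancels in the comparison by design. The values within the sets therefore do not test a difference between the sets as the cause. The genes were selected on all 12 arrays, so their direction within the sets is not independent evidence. The median of the AngioMatrix genes lay 0.19 above the highest median of stromal markers outside the matrisome families, that of pericytes. A larger share of stromal cells and a change within those cells cannot be told apart, since the AngioMatrix genes were selected on these arrays and whole islets were measured.

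The hormone genes Sst, Pyy and Gcg (-0.26) were lower in angiogenic islets. In replicates 1 to 3 and 4 to 6 the differences were -0.74 and -0.74 for Sst, -0.57 and -0.56 for Pyy, and -0.28 and -0.23 for Gcg. With 3 arrays of each group in each set, a shift common to a set cancels by design. These values therefore do not test a difference between the sets as the cause. The genes were picked on all 12 arrays, so their direction within the sets is not independent evidence. Dilution by stromal cells would lower beta cell genes alike, but their median lay 0.21 above the difference of Gcg, and still 0.16 above it among the 9 markers below a log2 level of 12, where saturation of the array is less of a concern. Gcg itself lies above that level, at 13.39, so saturation would make its measured fall too small and the true gap wider, and Pyy, at 11.36, fell by 0.56. This argues against dilution as the whole cause. A small part of it stays open, since the mean of the beta cell markers was lower by 0.07. That difference did not pass the planned exact permutation test (two-sided, p = 0.11). The exact permutation test within the sets, chosen after the data were seen, gave p = 0.035, and 0.0525 adjusted over 9 lists. Whether the share of beta cell-derived tumor cells relative to other endocrine cells changed was not tested, since whole islets were measured.

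The differences of endothelial genes were unequal. Among the 13 brighter markers the difference ran from 0.83 (Cd93) to 0.18 (Flt1), with Kdr at 0.30 and Emcn at 0.29, a spread (SD) of 0.21. Flt1 was not called (adjusted p = 0.051), but was by the t-test adjusted or not, with array weights, median centring, quantile normalization, the mean of clusters or the replicate number as a block, without dim genes, without non angiogenic replicate 1 and with the sets as a block (adjusted p from 0.025 to 0.0498). Emcn lost its call after quantile normalization (adjusted p = 0.0528) and in replicates 1 to 3 alone (adjusted p = 0.126), and Kdr lost its call in 8 of 12 fits without 1 array (adjusted p up to 0.086), by the adjusted t-test (adjusted p = 0.0736) and in replicates 1 to 3 alone (adjusted p = 0.165). The spread was larger than in any of 924 permutations of the residuals (exact permutation p = 0.0011, the smallest they can give), but these hold array noise only, and probes that respond unevenly would spread the differences too. Across the 25 markers the difference went with brightness (Spearman rho 0.39 across genes, which are not replicates), so a weaker response of dim probes may add to the spread. More endothelial cells alone, a change within them and uneven responses of probes cannot be told apart on these values.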

How the results depend on the processing

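The models with the sets of arrays or 1 set alone, with the acinar covariate and with the cluster nearest to Table 1 were chosen after the data were seen. No named gene or list called in 1 direction was called in the other under any alternative. Differences that were not called could change sign, as did that of the acinar mean (0.41 over all arrays and -0.15 in replicates 4 to 6). Some of the correlations within a group, given below, also changed sign. The number of higher genes was 708, and 1529 by the methods' t-test at an unadjusted p under 0.05, 467 when dim genes were left out, which leaves 9969 genes tested, and 1172 with the sets as a block. The number of lower genes was 189, and 1385 by the same unadjusted test, 449 with the replicate number as a block, 547 with the sets as a block and 66 in replicates 1 to 3 alone. Without 1 array it lay between 110 (without angiogenic replicate 6) and 178, and that of higher genes between 553 and 715. The 18 genes lower with a ratio of at least 1.4 became 11 without dim genes and 29 in replicates 4 to 6 alone. The cause was not tested beyond these constructions. Genes higher with that ratio, AngioMatrix genes and the matrisome share moved by less than 1.5 times. The share of higher among called genes was 78.9%, 82.1% after median centring, 83.0% after quantile normalization, 68.2% with the sets as a block and 52.5% by the unadjusted test. The correlation across genes of log2 array ratios against Table 1 was 0.998, 0.999 with the mean of clusters, 0.996 with linear means and 1.000 with the cluster nearest to Table 1, with Spearman rho from 0.997 to 1.000. The replicate numbers were not taken as pairs. Same-numbered arrays deviated together with correlations of 0.03 to 0.54, 5 of 6 pairs above 0.1, and 4 of 12 arrays correlated best with their own number, and the replicate block gave 1058 higher genes. The lowest correlation within the same set was also 0.03, and the highest between sets was -0.21. Same-numbered arrays always share a set, so these values cannot tell pairing from the sets. Of 96 named genes called, 16 lost the call without 1 array and 15 by the adjusted t-test. Grouping by chance can be excluded for the 284 genes past the ratio (highest of 99 other splits drawn, 56), the 897 called genes (720) and, with the sets as a block, 1719 genes (2), each reached in 1 of 100 splits. The 102 AngioMatrix genes (0) were chosen by the study on the real groups, so their count decides nothing on chance. For the 39 lists past camera 2 of 100 splits came as high, the highest at 40. The split of replicates 1 to 3 from 4 to 6 called 6130 genes, 394 of them past the ratio and so more than the 284, which points to a structure of the arrays by set, and within the sets the differences are given above. The brightness filter left out 33 of the 115 genes named by the rule.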

Differences from the paper's values

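No count, share or ratio in the paper's text or Table 1 differed from the value of the main comparison here by more than 1.5 times. The paper's 298 deregulated genes stand beside 284 genes here at an adjusted p under 0.05 and a ratio of at least 1.4, and beside 300 by the methods' t-test at an unadjusted p under 0.05 with that ratio. The paper takes p- and q-values under 0.05 as significant, and its text states no limit on the ratio and does not say whether the p-values of the arrays were adjusted. The supplementary methods, to which the paper refers for details, were not used here. Of the 105 genes of Table 1 measured, 104 had a ratio within 0.01 of the paper's, and 104 had a p by that t-test within 1% of the paper's. The exception in both was Adamts9, with the paper's ratio of 1.40 against 1.16 here, and the paper's p of 1.96e-04 against 0.0096 by the t-test here. Of its 6 clusters, the dimmest gave 1.40, a setting chosen after seeing the values. Dcn and Ctsh are in Table 1 and did not pass here (adjusted p = 0.088 and 0.13 from limma), while the t-test p matched the paper's for both and passed unadjusted. That of Adamts9 did not match and also passed unadjusted. Of the alternatives set before the data were examined, those that called these genes were the replicate number as a block for all 3, array weights and leaving out non angiogenic replicate 4 for Dcn, and median centring and the mean of clusters for Adamts9. The sets of arrays as a block called all 3, and each set alone called Dcn and Ctsh, both chosen after seeing the data. The paper's 110 matrisome genes stand beside 104 here, and beside 73 when genes below the median brightness are left out, which differs by more than 1.5 times. The 37% matrisome share of the paper stands beside 37.3% here over both directions. The families were written to cover Table 1, which also gave the limit on the ratio. The closeness of these values is therefore not independent evidence.

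The paper states that both MMP-9 and MMP-2 were induced during the switch, in a sentence that cites earlier work and does not name the arrays. Mmp2 was higher here, and Mmp9 had a log2 difference of 0.11 (adjusted p = 0.59 from limma). The level of Mmp9 was below the median across genes, where signals are compressed, so its induction is not excluded. The paper also counts Dlk1 among genes up-regulated by RT-qPCR, and its array difference of 0.40 did not pass (adjusted p = 0.060), but passed by the methods' t-test at an unadjusted p under 0.05, with the replicate number as a block, without non angiogenic replicate 4, without angiogenic replicate 3 and, chosen after seeing the data, with the sets of arrays as a block. All genes of Fig. 1C and Fig. 3B, Dlk1 among them, had the paper's direction.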

Other observations

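Only the values with the sets of arrays as a block, alone or with their means removed were chosen after the data were seen.

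Some genes of cell division were slightly higher in angiogenic islets. Of 27 proliferation genes, 9 were higher and none was lower at an adjusted p under 0.05 from limma (22 higher when adjusted over the list alone, 17 with the sets of arrays as a block and 4 by the adjusted t-test), with a median log2 difference of 0.20, and 0.22 and 0.19 in the 2 sets of arrays. Cdc20 was 1.26-fold, Plk1 1.26-fold, Kif20a 1.29-fold and Aurka 1.25-fold higher, and the last 2 each lost the call in 4 of 12 fits without 1 array (adjusted p up to 0.069 and 0.066). Camera called the list higher (adjusted p = 3.51e-17, and adjusted p = 0.024 with an estimated correlation). Of 17 hypoxia genes, Hk2 was 1.20-fold higher (lost in 3 of 12 fits without 1 array, adjusted p up to 0.055) and Bnip3 1.28-fold lower, Ldha had a difference of 0.35 (adjusted p = 0.15, and 1.95e-04 with the sets as a block), and camera gave adjusted p = 0.45. Of 13 interferon genes, 1 was higher and 4 with the sets as a block. Ifit2 was 1.33-fold higher, with a call lost in 3 of 12 fits without 1 array (adjusted p up to 0.058). Irf7 had a difference of 0.34 (adjusted p = 0.20, and 0.029 with the sets as a block), and camera's upward call (adjusted p = 4.54e-04) was lost with an estimated correlation (adjusted p = 0.26) and among brighter genes (adjusted p = 0.084).

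Of 9 genes of other endocrine cells, 3 were lower, none was higher and 6 did not pass. Sst was 1.67-fold, Pyy 1.48-fold and the glucagon gene Gcg 1.19-fold lower, and Ppy had a difference of -0.29 (adjusted p = 0.097). Camera called the list lower (adjusted p = 6.61e-06, and adjusted p = 0.0074 with an estimated correlation). Among beta cell genes, the log2 difference of Nkx6-1 was -0.23 (adjusted p = 0.057, 0.0414 without non angiogenic replicate 5, 0.0359 without angiogenic replicate 3 and 0.018 with the sets as a block). The duct gene Tspan8 and the mesothelial gene Msln were 1.33-fold and 1.25-fold lower, with calls lost in 8 and 11 of 12 fits without 1 array (adjusted p up to 0.096 and 0.098). They were the only members called of 9 and 7, with Krt18 at -0.22 and Upk3b at -0.29 (adjusted p = 0.52 and 0.34), and Upk3b passed with the sets as a block (adjusted p = 0.046). Camera gave adjusted p = 0.35 for ducts and 0.025 for mesothelium, the latter lost with an estimated correlation (adjusted p = 0.34) and without any 1 of non angiogenic replicates 1 and 3 and angiogenic replicate 4 (adjusted p up to 0.095). Of 6 platelet genes, Ppbp and Itgb3 were 1.38-fold and 1.18-fold higher, Pf4 had a difference of 0.16 (adjusted p = 0.16), and Ppbp lost its call in 7 of 12 fits without 1 array (adjusted p up to 0.080). Camera called the platelet list higher (adjusted p = 0.014), and not with an estimated correlation (adjusted p = 0.056) or without non angiogenic replicate 4 (adjusted p = 0.054). Of 8 Schwann cell and neural genes, Gfra3 was 1.38-fold higher (lost in 9 of 12 fits without 1 array, adjusted p up to 0.10), with Ngfr at 0.12. Of 14 immediate early and stress genes, Dnajb1 was lower and Egr2 1.23-fold higher (lost in 10 of 12 fits without 1 array, adjusted p up to 0.12), with Hspa1a at -0.30 (adjusted p = 0.35). Camera did not call the Schwann cell, stress, acinar, lymphocyte, lymphatic, neutrophil, erythroid or adipocyte lists (adjusted p from 0.13 to 0.89). The list shift of acinar genes was called upwards without non angiogenic replicate 4 (adjusted p = 9.35e-06) and without angiogenic replicate 2 (adjusted p = 2.37e-04), with array weights (adjusted p = 0.0024) and in replicates 1 to 3 alone (adjusted p = 3.87e-04). The stress list was called lower after quantile normalization (adjusted p = 0.041, against 0.25) and without non angiogenic replicate 3 (adjusted p = 0.027). The erythroid list had a median of -0.01 and a mean of 0.07.

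The paper relates the AngioMatrix to endothelial markers in human tumors. Within the 6 angiogenic islet arrays, the mean of the AngioMatrix genes had a correlation with Pecam1 of r = 0.17 (rho 0.14) and with Cdh5 of r = 0.11 (rho -0.03), and within the 6 non angiogenic arrays of r = 0.02 (rho 0.26) and r = -0.48 (rho -0.49). Exact permutation p-values of r were 0.79, 0.86, 0.97 and 0.34 (0.97 for all 4 after adjustment), and those of rho were 0.80, 1.00, 0.66 and 0.36. Without the 2 arrays farthest from the median of the endothelial gene r was -0.03, -0.45, 0.61 and -0.70. With the mean of each set removed within its group, r was 0.23, 0.55, -0.42 and -0.55 (exact p from pairings within sets 0.69, 0.28, 0.61 and 0.50). Pooled over both groups after this removal, r was 0.0089 with Pecam1 and 0.23 with Cdh5 (exact p from pairings within sets 0.98 and 0.54). The removal also takes out the difference between the groups, so the pooled values say nothing on that difference.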
